# MicroRNA-27a Contributes to Rhabdomyosarcoma Cell Proliferation by Suppressing RARA and RXRA

**DOI:** 10.1371/journal.pone.0125171

**Published:** 2015-04-27

**Authors:** Lucia Tombolan, Matteo Zampini, Silvia Casara, Elena Boldrin, Angelica Zin, Gianni Bisogno, Angelo Rosolen, Cristiano De Pittà, Gerolamo Lanfranchi

## Abstract

**Background:**

Rhabdomyosarcomas (RMS) are rare but very aggressive childhood tumors that arise as a consequence of a regulatory disruption in the growth and differentiation pathways of myogenic precursor cells. According to morphological criteria, there are two major RMS subtypes: embryonal RMS (ERMS) and alveolar RMS (ARMS) with the latter showing greater aggressiveness and metastatic potential with respect to the former. Efforts to unravel the complex molecular mechanisms underlying RMS pathogenesis and progression have revealed that microRNAs (miRNAs) play a key role in tumorigenesis.

**Methodology/Principal Findings:**

The expression profiles of 8 different RMS cell lines were analyzed to investigate the involvement of miRNAs in RMS. The miRNA population from each cell line was compared to a reference sample consisting of a balanced pool of total RNA extracted from those 8 cell lines. Sixteen miRNAs whose expression discriminates between translocation-positive ARMS and negative RMS were identified. Attention was focused on the role of miR-27a that is up-regulated in the more aggressive RMS cell lines (translocation-positive ARMS) in which it probably acts as an oncogene. MiR-27a overexpressing cells showed a significant increase in their proliferation rate that was paralleled by a decrease in the number of cells in the G1 phase of the cell cycle. It was possible to demonstrate that miR-27a is implicated in cell cycle control by targeting the retinoic acid alpha receptor (RARA) and retinoic X receptor alpha (RXRA).

**Conclusions:**

Study results have demonstrated that miRNA expression signature profiling can be used to classify different RMS subtypes and suggest that miR-27a may have a therapeutic potential in RMS by modulating the expression of retinoic acid receptors.

## Introduction

The most common soft tissue childhood sarcoma, rhabdomyosarcoma (RMS) is characterized by two major histological subtypes: alveolar RMS (ARMS) and embryonal RMS (ERMS). The former are linked to a significantly worse prognosis than the latter [1], but the reasons explaining its greater aggressiveness and metastatic potential are largely unknown. ARMS is characterized by the chromosomal translocation t(2;13)(q35;q14) or, less commonly, by the variant translocation t(1;13)(p36;q14), involving *PAX3/FOXO1* or *PAX7/FOXO1* genes, respectively [2]. Several transcriptomic studies have demonstrated that the *PAX/FOXO1* fusion gene confers a particular expression signature to ARMS that clearly distinguishes translocation-positive ARMS from translocation-negative RMS cell lines [3,4]. These findings suggest that despite having a similar morphological appearance, the two subtypes are different biological and clinical entities.

MicroRNAs (miRNAs) are a class of small non-coding RNAs (~22 nucleotides (nt) in length) that negatively regulate protein-coding gene expression post-transcriptionally by targeting mRNAs, mostly at the 3′ untranslated region (3′-UTR) and triggering either translational repression or RNA degradation [5]. It has been estimated that about 30% of the genes are regulated by at least one miRNA which is implicated in a variety of important biological processes including differentiation [6], apoptosis [7], fat metabolism [8], viral infection [9] and tumorigenesis [10,11,12,13]. Since a single miRNA can pleiotropically influence the expression of multiple genes, miRNAs could have a diagnostic value, as showed for tumor classification [14,15]. Several studies have reported that miRNA signatures discriminate different sarcomas including RMS [15,16] and constitute a promising technological advance in molecular techniques which may be able to overcome the difficulties in diagnosing sarcomas [17]. MiRNA expression profiling is, moreover, useful in identifying miRNAs involved in regulating the tumor and constitutes the starting point for functional analysis. Some specific microRNAs, called “metastamiRs,” have recently been demonstrated to play a crucial role not only in controlling the growth of the primary tumor by regulating pathways involved in cell cycle and proliferation, but also in modulating tumor cell migration, invasion, and the interaction with the microenvironment, mechanisms involved in the acquisition of a more aggressive phenotype and promoting the onset of the metastatic process [18,19].

A group of miRNAs, acting as key controllers of skeletal muscle cell fate, have recently been shown to be de-regulated in RMS. The expressions of miR-1 and miR-133a are strikingly decreased in alveolar and embryonal RMS cell lines with respect to differentiated myoblasts and skeletal muscle tissues [20]. MiR-206 in embryonal cell lines also blocks their tumorigenic potential by targeting c-Met mRNA [21] and by directly regulating the *PAX3* gene [16]. Once again, miR-26a promotes myogenesis by targeting the histone methyltransferase (Ezh2) mRNA in RMS cell lines [22]. Since RMS cells fail to complete the skeletal muscle cell differentiation program and irreversibly exit the cell cycle, many studies were focused on a strategy to restore a normal differentiation program. As retinoic acid (RA) has been shown to induce myogenesis in various muscle cells, understanding its role in RMS may help to elucidate mechanisms that can restore proper myogenesis in this type of tumor [23]. Retinoids, also known as ATRA, induce growth inhibition and differentiation of many cell types and are promising agents for the prevention and treatment of several human cancers [24]. Largely utilized for the treatment of acute promyelocytic leukemia, they are under study in other tumors such as breast cancer and neuroblastoma [25,26,27,28]. Several studies have recently demonstrated that RA influences cell proliferation and muscle gene expression in human RMS cell lines [23,29].

MiRNAs have been extensively studied in the context of muscle differentiation, and the miRNA expression patterns identified in RMS have revealed that they are directly involved in tumorigenesis processes. As has already been demonstrated with regard to protein-coding genes, miRNAs can act as oncogenes or tumor suppressors depending on the cellular context in which they are expressed.

Recent studies showing that miR-29 is significantly down-regulated in RMS with respect to what is found in normal skeletal muscle suggest that it may have a tumor suppressor role in RMS [16]. In contrast, miR-183 has been found to be up-regulated in RMS, suggesting that it may play an oncogenic role by targeting the transcription factor EGR1 that regulates the activation of the tumor suppressor gene PTEN [30]. The miR-23a~27a~24–2 cluster has been found to have an altered expression in many diseases, and expression of that cluster has been found to be up-regulated in many cancer types including acute lymphoblastic leukemia [31], chronic lymphocytic leukemia [32], breast cancer [33] and gastric cancer [34,35]. The oncogenic role of miR-27a in tumors has been strongly supported by previous studies. In gastric cancer cells, miR-27a promotes tumor development by targeting the tumor suppressor prohibitin, an evolutionary conserved and ubiquitous protein interacting with pRb and its family members [34]. MiR-27a also contributes to oncogenesis by regulating cell cycle progression in breast cancer cell lines [36]. A recent work conducted in patients with metastatic and recurrent gastric cancer reported that high miR-27a expression is correlated with a significantly worse overall survival. The authors hypothesized that miR-27a could be a useful biomarker predicting a patient’s response to chemotherapy [37]. Taken together, these studies indicate that miR-27a plays a key role in cancer not only in view of its involvement in cell cycle proliferation but also of its utility as a biological marker to refine the prognostic assessment of patients undergoing chemotherapy.

The present study found that translocation-positive ARMS and translocation-negative RMS cell lines are characterized by different miRNA expression signatures that could be used to stratify RMS patients. Attention was focused on the role of miR-27a which is up-regulated in more aggressive RMS cell lines in which it probably acts as an oncogene. We demonstrated that miR-27a is implicated in cell cycle control by targeting the retinoic acid alpha receptor (RARA) and retinoid X receptor alpha (RXRA), suggesting a potential role of miR-27a in drug therapy of rhabdomyosarcoma.

## Material and Methods

### Cell Culture

Human ARMS cells (RH4, RH28, RH30, and RH18), human ERMS cells (RD, RH36, CCA and SMS-CTR) mouse C2C12 myoblast cells and 293T cells were maintained in Dulbecco’s modified Eagle’s medium containing 10% fetal calf serum, penicillin (100 U/mL), and streptomycin (100 ug/mL) (Life Technologies, Carlsbad, CA) at 37°C in 5% CO_2_ in a humidified incubator. RH30, RD and C2C12 cells were obtained from American Type Culture Collection (Manassas, VA); RH18 and RH28 were a gift from Dr. Peter J. Houghton (St. Jude Children’s Hospital, Memphis, TN) [38] RH4 and CCA were gift from Prof. Pier Luigi Lollini (Dept. Medicina Specialistica, Diagnostica e Sperimentale, University of Bologna, Italy) [39,40]. SMS-CTR and RH36 were obtained from Dr. Maria Tsokos (National Cancer Institute, Bethesda, MD) [41].

### Transient transfections of pre-miRNAs or anti-miRNAs

Pre-miRNA negative control (ID 4464058), Anti-miRNA negative control (ID 4464077), miRNA precursors and inhibitors hsa-miR-27a (MIMAT0000084) and hsa-miR-23a (MIMAT0000078) were provided by Ambion (Ambion-Life Technologies, Carlsbad, CA). To obtain transient pre-miR expression or anti-miR expression, RH36 and RH4 cells were respectively plated in 6-well plates at 60–70% confluency and transfected with 50 nM pre-miR-27a/23a/control or with 100 nM anti-miR-27a/23a/control using Lipofectamine 2000 transfection reagent (Life Technologies) following the manufacturer’s instructions. Cells were tested for miR overexpression or downregulation 24h after transfection by qRT-PCR.

### Total RNA and miRNAs isolation

Total RNA was isolated from RMS cell lines using Trizol Reagent (Life Technologies) following the manufacturer’s protocol. The commercially available PureLink miRNA Isolation Kit (Life Technologies) was used to enrich total RNA preparation for small RNA molecules (< 200 bp). Total and small RNA were quantified using the ND-1000 spectrophotometer (Nanodrop, Wilmington, DE); RNA integrity and the content of microRNAs (%) in each sample were assessed by capillary electrophoresis utilizing the RNA 6000 Nano LabChip and the Small RNA Nano LabChip, respectively, using the Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). Only total RNA samples with RNA Integrity Number (R.I.N.) values higher than 7 and the percentage of miRNA < 20% were used for microarray analysis.

### miRNA expression profiling

miRNA expression profiles were generated using our in-house array containing 386 probes for human, mouse, and rat miRNAs from the mirVana miRNA Probe Set (Ambion-Life Technologies). Negative control probes were designed using sequences from *Escherichia coli*; positive control probes (spikes) are sequences from *Mytilus galloprovincialis* (GEO Platform No. GPL17835). MiRNA expression profiles of eight different rhabdomyosarcoma cell lines were analyzed: four ARMS (RH4, RH28, RH30, RH18) and four ERMS (RD, RH36, CCA, SMS-CTR). The miRNA population from each cell line was compared with a reference sample consisting of a pool of the eight total RNA samples mixed in equal amounts. Two replicates of each experiment were performed using different microarray slides in which sample and reference RNAs, labeled either with Cy3 or Cy5 fluorochromes, were crossed in both combinations (dye-swapping procedure) (Fig 1A). Small RNA molecules (< 200 nt) were labelled with the mirVana Labeling Kit and amine-reactive dyes, as recommended by the manufacturer (Ambion-Life Technologies). Poly(A) polymerase and a mixture of unmodified and amine-modified nucleotides were used first to append a poly-nucleotide tail to the 3’ end of each miRNA. The amine-modified miRNAs were then cleaned up and coupled to NHS-ester modified Cy5 or Cy3 dyes (GE Healthcare, Little Chalfont, UK). Unincorpored dyes were removed with a second glass fibre-based clean-up procedure, as described by [42]. Microarray hybridization was carried out in a dual slide chamber (HybChamber, Gene Machines, San Carlos, CA, USA) humidified with 100 μL of 3×SSC. Labeled RNA was dissolved in 6 μl of 3X miRNA Hybridization Buffer (Ambion-Life Technologies), denatured at 95°C for 3 min. and applied directly to the slides. Microarrays were covered with a 24 × 24 mm cover slip and hybridized for 21 hours at 42°C by immersion in a high precision water bath (W28, Grant, Cambridge, UK). Hybridized slides were successively washed in: Low and High Stringency Buffer (Ambion-Life Technologies) for 30 sec. and dried by centrifugation (500 x g). Array scanning was carried out using a GSI Lumonics LITE dual confocal laser scanner with a ScanArray Microarray Analysis System (Perkin Elmer, Waltham, MA), and raw images were analyzed with QuantArray Analysis Software (GSI Lumonics, Ottawa, Canada). Raw data are available on the National Center for Biotechnology Information Gene Expression Omnibus (GEO) website (*http://www.ncbi.nlm.nih.gov/geo/*) using accession number GEO Series N. GSE52677.

**Fig 1:**
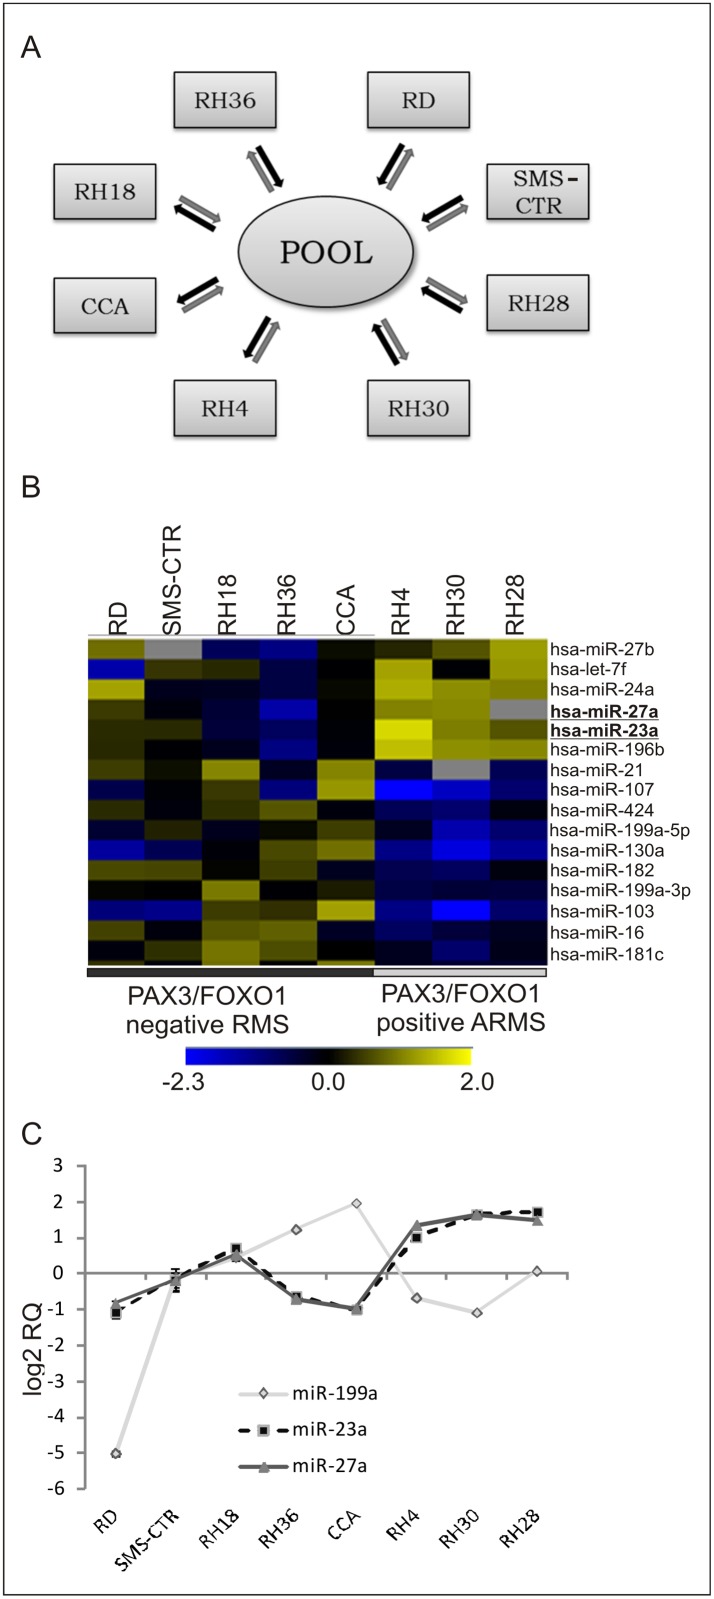
Differentially expressed miRNAs in RMS cell lines. **A**) Experimental design: the miRNA population from each cell line was compared to a common reference sample consisting of a balanced mixture of eight small RNA samples (< 200 nt) prepared from the same cell lines. Two replicates of each experiment were performed using different microarray slides in which sample and reference RNAs, labeled with Cy3 (gray arrow) or Cy5 (black arrow) fluorochromes, were crossed in both combinations (dye-swapping procedure). **B**) Heat map of 16 discriminant miRNAs between *PAX3/FOXO1* positive ARMS (in gray on the right, RH4, RH30, RH28) and negative (in dark grey on the left, RD, SMS-CTR, RH18, RH36, CCA) RMS cell lines identified by SAM analysis (*rows*: miRNAs; *columns*: RMS cell lines). A color-coded scale for the normalized expression values was used as follows: yellow and blue represent high and low expression levels in RMS cell lines with respect to a reference sample (a pool of eight RMS cell lines). The expression level of each miRNA was calculated as the ln (RMS cell line/Pool). **C**) Expression levels of miR-199a, miR-23a and miR-27a in eight RMS cell lines obtained with qRT-PCR. Two independent experiments were performed in triplicate. Results are shown as relative expression ratio obtained with the 2^-ΔΔCt^ method. RNU6B was used as reference miRNA. Vertical bars represent the 95% confidence interval (IC).

### Gene expression profiling

Gene expression profiling was carried out in an ERMS cell line (RH36) transfected with pre-miR-27a or with a negative pre-control by using the ‘‘Whole Human Genome Oligo Microarray” (Agilent), consisting of 41,000 (60-mer) oligonucleotide probes, which span conserved exons across the transcripts of the targeted full-length genes. Each slide contains four individual microarrays, every one having about 44,000 features.

Eight hundred ng of total RNA were labeled with ‘‘Agilent One-Color Microarray-Based Gene Expression protocol” in accordance with the manufacturer’s instructions. Using 1.65μg of labeled cRNA to prepare the hybridization samples, the hybridization was carried out at 65°C for 17 hours in a hybridization oven rotator (Agilent). The arrays were washed with Agilent Gene expression wash buffers and Stabilization and Drying Solution, as suggest by the supplier. Slides were scanned on an Agilent microarray scanner (model G2565CA), and Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. Raw data are available on the GEO website using accession number GSE52678.

### Statistical analysis of miRNA and gene expression data

Inter-array normalization of expression levels was performed with Variance Stabilizing Normalization (VSN) [43] for miR experiments and with quantile for gene expression profilings [44,45] in order to correct possible experimental distortions. The normalization function was applied to the expression data of all the experiments, and the values of spot replicates within the arrays were then averaged. With regard to gene expression data, Feature Extraction Software (Agilent) provides spot quality measures in order to evaluate the quality and the reliability of the hybridization data. In particular, flag "glsFound" (set to 1 if the spot had an intensity value that was significantly different from the local background or to 0 in any other case) was used to filter out unreliable probes: flag equal to 0 was to be noted as "not available (NA)." In order to make more robust and unbiased statistical analyses, probes with a high proportion of NA values were removed from the dataset. Seventeen percent of NA was used as the threshold in the filtering process, obtaining a total of 33,169 available human genes.

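The filter was repeated on the intensities that the authors deposited for each spot. A spot whose flag for a found spot was 0 was set to missing, and a probe was kept when at most 1 of the 6 arrays was missing, which is 17% of the arrays. Of the 41000 probes on the array, 36469 were kept, and they carried 27328 gene names. Keeping only probes found on all 6 arrays left 31717, and allowing 2 missing arrays left 39422. In the authors' deposited table of normalized log2 values, which holds 33169 probes, 1322 cells are missing. The missing and present cells of that table matched the flag for a signal that is positive and significant against the local background in 99.9955% of cells, and the flag for a found spot in 95.98% of cells. Filtering on the positive and significant flag with the same limit, a choice made after the data were seen, kept 33189 probes, among them all 33169 of the deposited table.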

Cluster analysis and profile similarity searches were performed with Multi Experiment Viewer version 4.5.1 (tMev) of the TM4 Microarray Software Suite [46]. The level of each miRNA and transcript was calculated as ln (specific RMS cell line/Pool of RMS cell lines) and log2 (RH36 transfected cells/control), respectively. The identification of differentially expressed genes and miRNAs was performed using two class-Significance Analysis of Microarray (SAM) algorithm [47] with default settings. SAM uses a permutation-based multiple testing algorithm and identifies significant genes and miRNA with variable false discovery rates (FDR) which can be manually adjusted to include a reasonable number of candidate genes with acceptable and well-defined error probabilities. All heath maps were obtained by tMeV software using an unsupervised two-dimensional hierarchical clustering approach using average linkage with Pearson correlations. A color-coded scale for the normalized expression values was used as follows: yellow and blue represent high and low expression levels in RMS cell lines *vs*. a reference sample (pool of eight RMS cell lines), respectively. The expression level of each miRNA was calculated as the ln(RMS cell line/Pool).

### Target Prediction and Pathway Analysis

The TargetScan 5.1 [48] and mirSVR [49] algorithms were used to predict miR-27a targets. To identify the most likely targets, we focused our attention on putative mRNA differentially expressed in miR-27a over-expressing cells [19,50] and we performed a Gene Ontology (GO) analysis, using the DAVID tool [51], on the significant anti-correlated target genes identifying significantly enriched biological pathways (Modified Fisher Exact *p*-value < 0.05).

### qRT-PCR for miRNA or mRNA detection

Validation of differentially expressed miRNAs (microarray data) and miRNA detection for *in vitro* experiments was performed using the TaqMan miRNA Assay kit (Applied Biosystems-Life Technologies) [52]. Briefly, each RT reaction (15 μl) contained 10 ng of total purified RNA, 5X stem-loops RT primer, 1X RT buffer, 0.25 mM each of dNTPs, 50U MultiScribe reverse transcriptase and 3.8 U RNAse inhibitor. The reactions were incubated in a Mastercycler EP gradient S (Eppendorf, Hamburg, Germany) in 0.2 ml PCR tubes for 30 min at 16°C, 30 min at 42°C, followed by 5 min at 85°C, and then held at 4°C. The resulting cDNA was quantitatively amplified in 40 cycles on an ABI 7500 Real-Time PCR System, using TaqMan Universal PCR Master Mix and TaqMan MicroRNA Assays. Three replicates of each sample and endogenous control were amplified for each real-time PCR reaction.

For mRNA detection, 1 μg of total RNA was retrotranscribed with ImProm-II Reverse Transcription System (Promega) and qRT-PCRs were carried out using gene-specific primers and GoTaq qPCR Master Mix (Promega) using SYBR green chemistry by using a ABI 7500 Real-Time PCR System. RNU6B small nucleolar RNA or GADPH were chosen for miRNA or mRNA detection, respectively, as endogenous normalizers of the expression. The relative expression levels between samples were calculated using the comparative delta Ct (threshold cycle number) method (2^-ΔΔCt^) [53], implemented in the 7500 Real Time PCR System software.

### Flow Cytometric Analysis of the Cell Cycle

After transfection, miR-27a over-expressed or silenced cells and pre- or anti-control cells were harvested. For each sample, 1x10^6^ cells were fixed with 70% cold ethanol, washed in PBS, and incubated with propidium iodide (50 μg/mL) and RNase (100 μg/mL) for 60 minutes at 37°C. Samples were run in a BD FACScan (Becton Dickinson, Labware, Bedford, MA); the data were analyzed with ModFitLT V3.0 software (Verity Software House, Topsham, ME). Two independent samples were analyzed for each cell type.

### Migration and Invasion Transwell Assay

Migration was tested using cell culture inserts (Transwell) with an 8-μm pore size membrane (24-well format; Becton Dickinson). Chemoinvasion was measured using 24-well BioCoat Matrigel invasion chambers (Becton Dickinson) with an 8-μm pore polycarbonate filter coated with Matrigel. The lower compartment contained 0.5 ml of 1% serum medium conditioned by the NIH3T3 cell line as a chemoattractant or serum-free Dulbecco’s modified Eagle’s medium as a control. In the upper compartment, RH36 or RH4 cells per well were placed in triplicate wells and incubated for 18 hours at 37°C in a humidified incubator with a 5% CO2 atmosphere. After incubation, the cells on the upper surface of the filter were wiped off with a cotton swab; the cells on the lower surface were fixed in 2.5% glutaraldehyde, stained with 0.2% crystal violet in 20% methanol, and then photographed using a stereomicroscope (model MZ16; Leica Microsystems) equipped with a CCD camera. Images were elaborated with CorelDraw software (Corel, Ottawa, Canada), and the area occupied by the migrated cells was measured using ImageJ software (http://rsbweb.nih.gov/ij).

### Luciferase reporter assays

Luciferase reporter vectors containing the partial 3’-UTR of the indicated miR-27a target genes (*PHB*, *RBBP4*, *BCL7A*, *NKX3-1*, *HDAC9*, *RARA*, *RXRA*) were generated following PCR amplification of the 3’-UTR from human cDNA and cloned into the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega). When indicated, the 3’-UTRs were mutagenized at the miR-27a recognition site/s using the QuickChange Multi Site- Directed Mutagenesis kit (Stratagene-Agilent Technologies, Palo Alto, CA) following the manufacturer’s instructions. MiR-27a-sensor was obtained by annealing, purifying and cloning short oligonucleotides containing three perfect miR-27a binding sites into the *Sac*I and *Xba*I sites of the pmirGLO vector.

About 8x10^4^ 293T cells were plated in 24-well plates and were co-transfected with 50 ng of the pmirGLO dual-luciferase (Promega) constructs containing the wild type or mutant/deleted 3’-UTRs of the indicated miR-27a potential target genes and 50 nM of pre-miR-27a or miRNA Precursor Molecules-Negative Control (all from Ambion-Life Technologies), using Lipofectamine2000 (Invitrogen-Life Technologies). Lysates were collected 48h after transfection and Firefly and Renilla Luciferase activities were measured with a Dual-Luciferase Reporter System (Promega). Relative luciferase activity was calculated by normalizing the ratio of Firefly/Renilla luciferase to negative control-transfected cells. Transfections were performed in triplicate and repeated 3–4 times.

## Results

### miRNAs expression profiling in RMS cell lines

We analyzed the miRNA expression profiles of eight different RMS cell lines: 3 *PAX3/FOXO1* positive ARMS (RH4, RH28, RH30), 1 *PAX3/FOXO1* negative ARMS (RH18) and 4 ERMS (RD, RH36, SMS-CTR, CCA) using the mirVana miRNA Probe Set V1 platform that is a collection of about 400 amino-modified DNA oligonucleotides. The miRNA population from each cell line was compared to the same reference sample consisting of an equal mixture of eight small RNA samples (< 200 nt) prepared from the same RMS cell lines (Fig 1A). We focused our attention on miRNA expression signature of *PAX3/FOXO1-*positive ARMS and translocation-negative RMS (GEO Series N. GSE52679). An unsupervised hierarchical clustering analysis showed specific miRNA expression signatures for *PAX3/FOXO1-*positive ARMS (RH4, RH28, RH30) and negative RMS (RD, CCA, SMS-CTR, RH36, RH18) cell lines. The SAM two-class analysis identified 16 miRNAs which discriminated between translocation-positive and negative RMS cell lines (Fig 1B). These results demonstrate that the miRNA platform was able to correctly classify different RMS subtypes and establishes the basis for the functional characterization of discriminating miRNAs. This result is in agreement with previous transcriptome studies that demonstrated that ERMS and ARMS have different expression signatures and that the presence of *PAX3/FOXO1* translocation confers a particular molecular signature to RMS samples [3,4,54]. Interestingly, a small set of miRNAs was able to successfully discriminate different RMS samples with respect to gene expression profiles such as demonstrated by Lu *et al*. in poorly differentiated solid tumors [55].

The expression levels of three miRNAs (miR-23a, miR-27a and miR-199a) which showed the greatest difference in expression between *PAX3/FOXO1* positive ARMS and negative RMS were validated by using TaqMan qRT-PCR and the Luminex xMAP technology, as described previously in [56]. The expression values were in agreement with microarray results (Fig 1C).

### miRNA expression levels in RMS tumor biopsies

Sarcoma microRNA Expression Database (S-MED) is a web-accessible database (http://www.oncomir.umn.edu/) that describes over 300 miRNA expression signatures in 22 different sarcoma types and corresponding normal tissue [30].

The expression values of our 16 discriminating miRNAs in 42 RMS patients available in S-MED were downloaded. The data had already been quantile normalized across all S-MED data sets. A t-test was performed to identify differentially expressed miRNAs between translocation-positive ARMS and translocation-negative RMS. When a Benjamini-Hochberg correction for multiple-testing was applied, it was found that about 50% of discriminating miRNAs (miR-103, miR-107, miR-181c, miR-182, miR-196b, miR-199a-3p, miR-27a) identified in our signature (RMS cell lines) were confirmed in RMS patients (FDR<0.1), as can be seen in Fig 2. MiR-27a showed a significant up-regulation in translocation-positive ARMS *versus* ERMS patients suggesting that it plays a different role in the pathogenesis of translocation-positive and -negative RMS tumors. In order to elucidate the molecular function of miR-27a in this context, we performed a set of cellular and molecular experiments.

**Fig 2:**
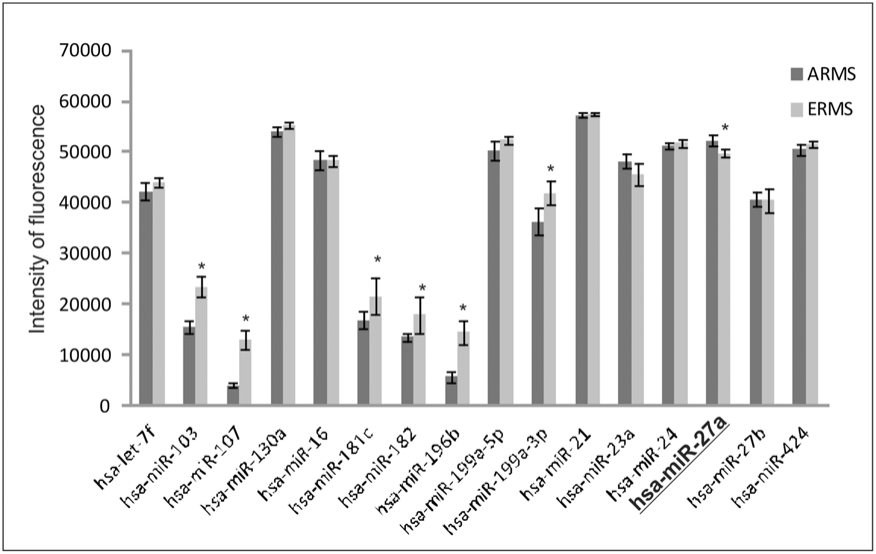
Expression levels of 16 miRNAs differentially expressed in RMS biopsies as deposited in S-MED Database. Expression data were quantile normalized across all S-MED data sets. T-test was performed to determine statistically significant differences in miRNA expression between ARMS patients (n = 19) and ERMS patients (n = 23) available in the S-MED Database. P-value were corrected using the Benjamini-Hochberg correction for multiple-testing (*FDR<0.1). MiR-27a is in bold and underlined.

### miR-27a and miR-23a involvement in tumor cell growth, migration and invasion

We transiently overexpressed pre-miR-27a in RH36, which is the ERMS cell line with the lowest endogenous expression level of this miRNA. Transient modulation was evaluated 24h post-transfection for expression and biological effects. Cell cycle progression of the transfected cells was assayed by flow cytometry. MiR-27a over-expressing cells showed an increase in the proliferation rate as well as a decrease in the percentage of cells in the G0/G1 phase (Fig 3A). Conversely, no significant effect was observed with regard to migration and invasion according to transwell assays (Fig 3B). We then decided to analyze the functional role of miR-23a since it was deregulated in our miRNA expression profiles and belongs to the same miRNA family of miR-27a. Interestingly, we observed that *in vitro* proliferation was not affected in the miR-23a over-expressing cells (Fig 3A), while the transwell assay showed an increase in cell movement compared to that in controls (Fig 3B). To confirm these results, we transiently induced the knockdown of miR-27a and miR-23a in RH4, which is the ARMS cell line with high endogenous expression levels of both miRNAs, and we evaluated cell cycle progression and cell motility respectively. We observed a decrease in the G0/G1 phase in cells treated with miR-27a inhibitors as well as a reduced motility of cells after transfection with miR-23a inhibitors with respect to controls (Fig 3C and 3D). Taken together, these results suggest that both miR-27a and miR-23a are involved in tumorigenic processes of RMS and contribute to promoting cell cycle progression and *in vitro* tumor cell invasion.

**Fig 3:**
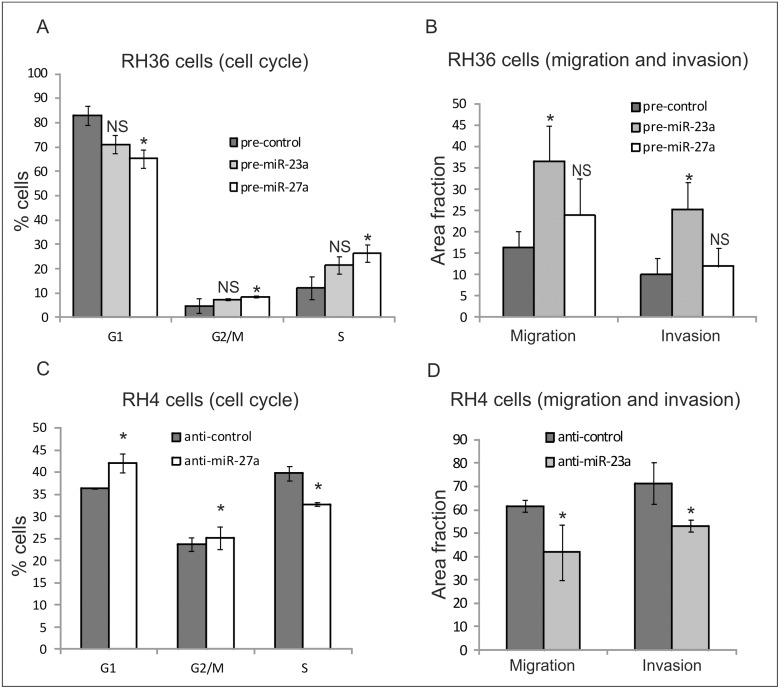
miR-27a and miR-23a involvement in tumor cell growth, migration and invasion. RH36 cells that express low levels of both miRNAs were transiently transfected with miR-27a or miR-23a precursors or their negative control (pre-control) and used to analyze proliferation (**A**) or migration and invasion (**B**). Conversely, RH4 cells, that over-express both miR-23a and miR-27a, were transiently transfected with inhibitors (anti-miR or anti- control) and used to analyze proliferation (**C**) or migration and invasion (**D**). The results are shown as mean±IC of the percentage (%) of proliferation, measured by flow cytometry atday 1 (A-C), and as the area covered by Transwell-migrating or Matrigel-invading cells (B-D). Cell proliferation, migration and invasion of miR-modulated cells are shown relative to control values. Two or three independent experiments were performed in triplicate and mean results are shown. *P<0.05; (IC, confidence interval); NS, not significant.

### Identification of miR-27a target genes

To identify genes directly or indirectly modulated by miR-27a, we defined the gene expression signatures of miR-27a over-expressing RH36 cells and pre-miR Negative Controls. 

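RH36 is a cell line of embryonal rhabdomyosarcoma (ERMS), and pre-miR-27a is a precursor molecule that raises miR-27a after transfection. RNA from RH36 cells that had received either pre-miR-27a (n = 3) or the negative pre-control (n = 3) was labelled with Cy3, and each sample was hybridized to its own array. The paper gives a precursor concentration of 50 nM and states that transiently transfected RH36 cells were evaluated 24 hours after transfection, whereas the sample labels give 10 nM and, for the pre-miR-27a arrays, 48 hours. The authors deposited the spot intensities from the image analysis, corrected for background within each array but not normalized between arrays, with the quality flags of every spot. Each array had 43376 spots other than controls, and none of them was saturated. The spots well above background numbered from 30332 to 32064 on pre-control arrays and from 32161 to 33823 on pre-miR-27a arrays. Spots flagged as not found numbered from 1559 to 1750 on pre-control arrays and from 3487 to 4153 on pre-miR-27a arrays. The median local background was 74.5 to 76 intensity units in the former group and 52.5 to 53 in the latter.
All pre-control arrays lay on slide 1 and all pre-miR-27a arrays on slide 2, each slide with its own scan. Slide and transfection therefore cannot be told apart, and no fit with the slide as a term can be had. For the values below, the log2 intensities were quantile normalized as the paper states, spots flagged as not found were set to missing, and replicate spots of a probe were averaged. A fold change is the mean log2 signal of pre-miR-27a arrays minus that of pre-control arrays. Differences were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes kept. A gene with several probes is reported by the probe with the highest mean signal. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.14. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1.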

SAM two-paired analysis identified 3,345 differentially expressed genes, uniformly distributed across up- and down-regulated, considering a 1.9% false discovery rate (FDR). 

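With limma, 2856 probes with 2681 gene names had an adjusted p under 0.05, of which 1440 were higher and 1416 lower in pre-miR-27a arrays. The log2 fold change was at least 1 in size for 585 of them, with 438 higher and 147 lower. All values of one group lay above all values of the other for 11864 probes, which is 32.5% of those kept, where chance gives 10%. Scaling each array by its 75th percentile in place of quantile normalization changed the division of the calls to 1275 higher and 1981 lower, that is 39.2% higher against 50.4%. Fitting the replicate number as a block gave 5421 probes, 2641 higher and 2780 lower, of which 2594 were among the 2856. The number of calls changed when single arrays were left out. Without pre-control replicate 1, limma called 1226 probes, and without any other single array it called 0, with 7207 to 8432 probes at an unadjusted p under 0.05 and 0 to 19 probes called by SAM.
SAM was computed as the two-class unpaired statistic with the 20 relabellings that 3 arrays against 3 allow. At a false discovery rate of 1.9% it called 9 probes, all higher in pre-miR-27a arrays. At 5% it called 1363 probes, 1055 higher and 308 lower. The two-class paired statistic called 3 probes at 1.9%. A coarser series of thresholds for the same unpaired statistic called 0 at 1.9%. The finer series was set after that 0 had been seen, and the limma count at an unadjusted p under 0.05 was 9037.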

A total of 507 genes, including 97 transcripts predicted by both algorithms, were found by crossing these results with putative miR-27a targets obtained from two target prediction algorithms such as mirSVR [49] and TargetScan 5.1 [57], (Fig 4A). 

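S1 Table, as read here, holds 172 entries with 141 distinct gene symbols. Its caption limits it to predicted genes in significant functional categories, and the paper's number of predicted targets is 507, so the tallies below cover only part of them and no test of the list was made. All 141 genes had a probe that was kept. By the brightest probe of each gene, 53 were lower and 88 higher in pre-miR-27a arrays, with a median log2 fold change of 0.18. The limma test called 7 of them lower and 22 higher. Counting a gene when any of its probes was called gave 13 lower and 47 higher. With the replicate number as a block, 26 were called lower and 39 higher. With single arrays left out, the called genes numbered from 0 to 2 lower and from 0 to 10 higher, the highest counts being those without pre-control replicate 1.
Apart from RARA, the called genes with the largest falls were CSDC2, MIER2, SMARCD1 and MIER3, and in each of them every pre-miR-27a value lay below every pre-control value. CSDC2 (NM_014460) fell from 11.18 ± 0.05 (SD, n = 3) to 10.36 ± 0.02 (SD, n = 3), a log2 fold change of −0.82 (standard error 0.07, adjusted p = 0.0176). Its other probe was at −0.34 and was not called (adjusted p = 0.527). MIER2 (NM_017550) had a log2 fold change of −0.50 (standard error 0.09, adjusted p = 0.0362). For SMARCD1 (NM_139071) the value was −0.49 (standard error 0.09, adjusted p = 0.0350), whereas its second probe was at −0.11 (adjusted p = 0.660). MIER3 (NM_152622), a dimmer probe, was also at −0.49 (standard error 0.10, adjusted p = 0.0440), but after normexp background correction it was at −0.17 (adjusted p = 0.220).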

The functional annotation web tool DAVID was used to analyze the 507 predicted targets in order to identify functional categories that are present in the expression signatures more frequently than expected by chance. A consistent number of genes involved in cell cycle (28 genes; P 2.1E^-2^), chromatin organization (20 genes, P 1.20E^-03^), RNA processing (24 genes, P 3.90E^-03^) and regulation of transcription (67 genes, P 4E^-5^) were identified (Fig 4B). 

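The genes of S1 Table were followed within each functional category, where a gene can belong to more than 1 category. Of the 28 cell cycle genes, 9 were lower and 19 higher in pre-miR-27a arrays, and 1 was called in each direction. The 20 chromatin organization genes divided into 12 lower and 8 higher, with 2 called lower and 3 called higher, and a median log2 fold change of −0.11. Among the 24 RNA processing genes, 7 were lower and 17 higher, and 1 lower and 3 higher genes were called. S1 Table lists 100 genes under regulation of transcription, where the paper's text gives 67, so this tally covers more genes than the paper counts. Of the 100, 39 were lower and 61 higher, with 5 called lower and 19 called higher. With the replicate number as a block, the calls were 19 lower and 30 higher for regulation of transcription, 4 lower and 6 higher for cell cycle and likewise for RNA processing, and 4 lower and 3 higher for chromatin organization. The DAVID enrichment itself was not recomputed.

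**Figure D1:**
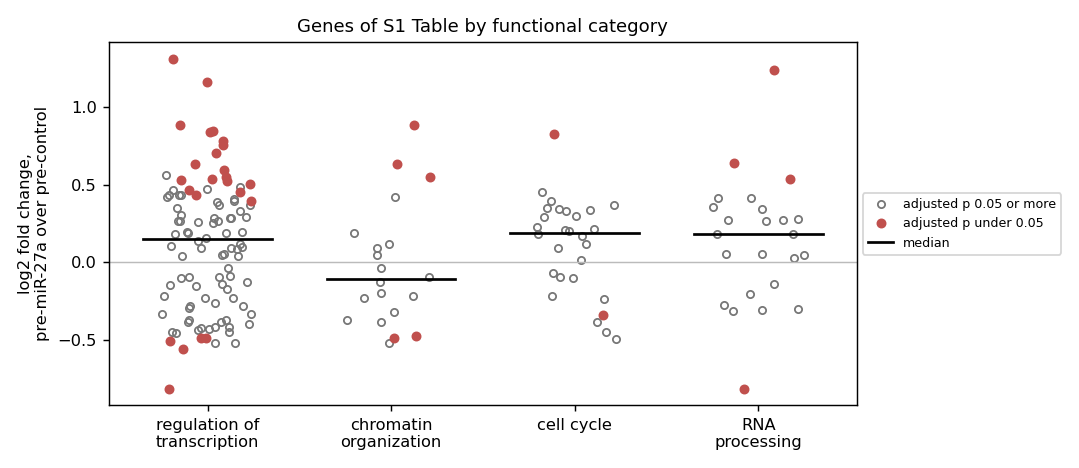
Log2 fold change (vertical axis, pre-miR-27a over pre-control, brightest probe) of each S1 Table gene in the 4 functional categories (horizontal axis). Filled points had an adjusted p under 0.05 with limma and open points did not, and each bar is the category median. The medians are 0.15 for regulation of transcription, −0.11 for chromatin organization, 0.19 for cell cycle and 0.18 for RNA processing.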

A panel of 5 putative targets (*RARA*, *HDAC9*, *NKX3*-1, *RBBP4*, *PHB*), belonging to the above biological processes, predicted by at least one algorithm and present in one or more functional categories were selected for experimental validation. These putative target genes were also selected on the basis of their role in different aspects of the tumorigenic process, as has been described in the literature.

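RARA (NM_000964), with its brightest probe on chromosome 17 from 35766454 to 35766513 (hg18), had a log2 signal of 12.83 ± 0.05 (SD, n = 3) on pre-control arrays and 12.27 ± 0.03 (SD, n = 3) on pre-miR-27a arrays. The log2 fold change was −0.56 (standard error 0.07, adjusted p = 0.0198). All 3 pre-miR-27a values lay below all pre-control values, which gives an exact permutation p of 0.1, two-sided, the smallest p that 3 arrays against 3 allow. The other RARA probe was at −0.60 (adjusted p = 0.0224). With each array left out in turn, RARA stayed between −0.59 and −0.53, but its adjusted p rose to between 0.0456 and 0.0797 and passed only without pre-control replicate 1.
PHB (NM_002634) was at −0.52 (standard error 0.11, adjusted p = 0.0515), just outside the threshold, and passed it with the replicate number as a block (adjusted p = 0.0457). Its other probes were at −0.57 (adjusted p = 0.0462) and −0.16 (adjusted p = 0.363). RBBP4 (NM_005610) was at −0.22 (adjusted p = 0.402), and its dimmer probe at −0.45 passed only with the block (adjusted p = 0.238 without and 0.0479 with it). HDAC9 (NM_014707) was at −0.13 with a standard error of 0.28, a difference within the spread between arrays (adjusted p = 0.831). The other HDAC9 probes went both ways, with one at −1.17. The HDAC9 probe with the largest rise was not well above background on any pre-control array and was measured on 2 pre-miR-27a arrays, so no fold is given for it. None of them was called, apart from the probe at −1.17 with the block (adjusted p = 0.0442). The mean of all HDAC9 probes was at 0.09, a change of direction. BCL7A (NM_020993), which was taken to the same reporter assays, was at −0.42 (adjusted p = 0.126, and with the block 0.0355), with its other probe at 0.26.
Together with RXRA these make 6 genes. Of the 6, limma called 2 over all probes and 4 when adjusted over the list alone, and 4 over all probes with the block. Each of these counts includes RXRA, which was higher by its brightest probe (0.62), while the other genes called were lower. Adjusted over the list alone with the block, RBBP4 passed as well (adjusted p = 0.0257, against 0.206 without it), and only HDAC9 did not (adjusted p = 0.599). The study chose most of this list on these arrays, so the values adjusted over the list alone are not independent evidence. The paper reasons from the genes that were both differentially expressed here and predicted as targets, and from their functional categories, to the panel it took forward.

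**Figure D2:**
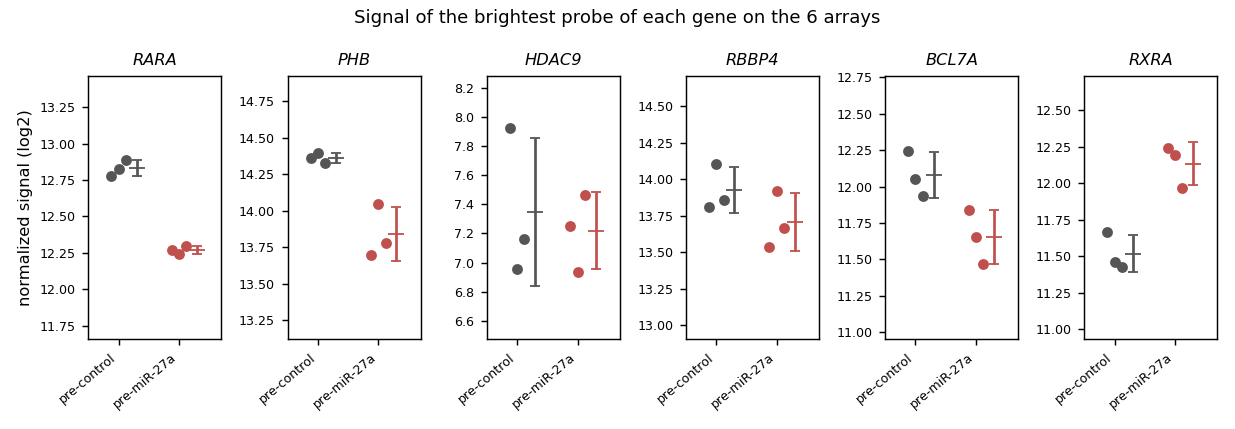
Normalized log2 signal (vertical axis) of the brightest probe of RARA, PHB, HDAC9, RBBP4, BCL7A and RXRA on each pre-control and pre-miR-27a array (points, n = 3 per group), with the group mean and SD beside them. Every panel spans the same range of log2 units. The RARA values lie from 12.78 to 12.89 on pre-control arrays and from 12.24 to 12.30 on pre-miR-27a arrays, while the HDAC9 values of the groups overlap.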

**Fig 4:**
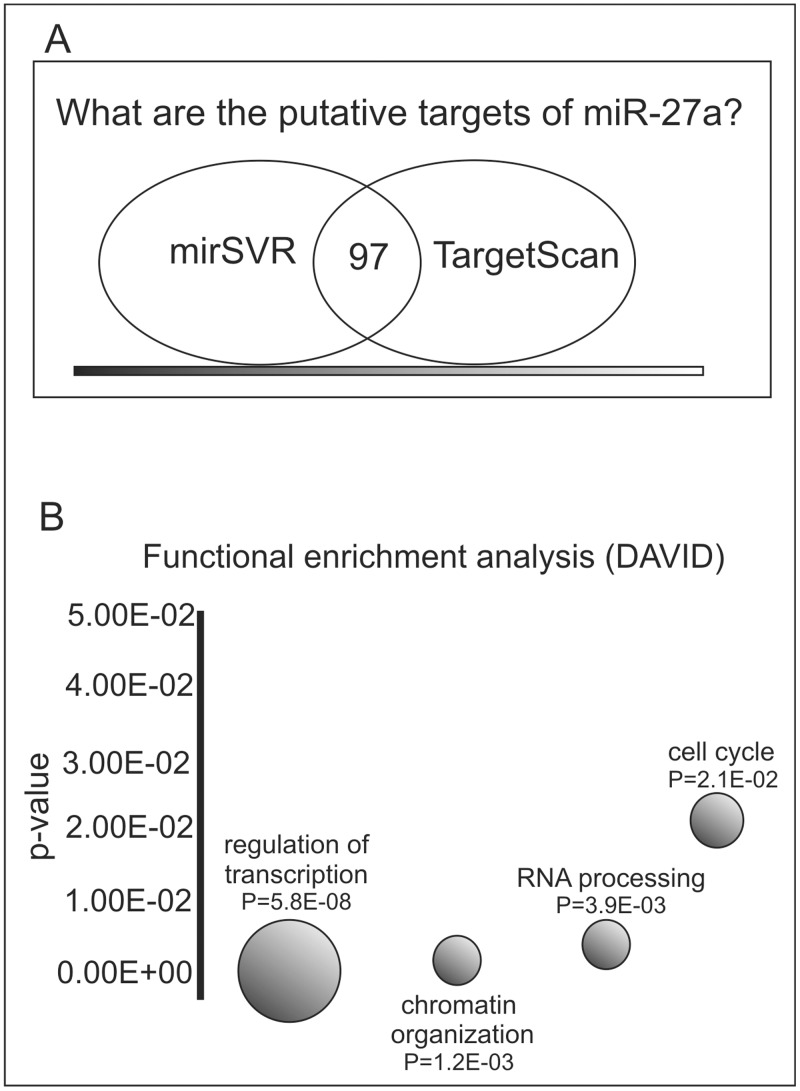
Identification of miR-27a putative target genes. **A)** miR-27a over-expressing RH36 cells were used to perform gene expression analysis by microarrays. SAM two-paired analysis identified 3,345 differentially expressed genes between miR-27a overexpressing cells with respect to controls. **A**) When differentially expressed genes with putative miR-27a targets obtained using the two prediction algorithms mirSVR and TargetScan 5.1 were crossed, a total of 507 genes, including 97 transcripts predicted by both algorithms, were found. **B**) Functional enrichment analysis was performed using the DAVID annotation tool, and the most enriched biological categories (modified Fisher exact *p-value* (EASE score) < 0.05) are shown. The area of each functional category (circle) is directly proportional to the number of genes. The complete list of 507 differentially expressed genes according to DAVID analysis is provided in S1 Table.

### miR-27a regulates the expression of some target genes

Direct modulation by miR-27a of its targets was confirmed by performing luciferase assays in miR-27a-overexpressing or control 293T cells transfected with reporter vectors containing wild type or mutated 3’-UTRs. A miR-27a-sensor construct was used as a positive control. We observed a significant reduction in luciferase activity in constructs containing the prohibitin (*PHB*), and retinoic acid receptor alpha (*RARA*) 3’-UTRs. Luciferase expression driven by the 3’-UTRs of retinoblastoma binding protein 4 (*RBBP4*), histone deacetylase 9 (HDAC9), B-cell CLL/lymphoma 7A (*BCL7A*) and NK3 homeobox 1 (*NKX3-1*) were instead not significantly repressed demonstrating that miR-27a is not directly involved in the modulation of these putative targets (Fig 5A). Interestingly, PHB has already been demonstrated to be a direct target of miR-27a, as has been noted in the miRecords database [58]. Furthermore, we found a very strong reduction of *RARA* expression levels in miR-27a overexpressing 293T cells 24h post-transfection by means of qRT-PCR technology (Fig 5B). As detected by TargetScan 5.1 analysis, RARA 3’-UTR is characterized by two different binding sites for miR-27a. We prepared a series of luciferase constructs in which one or both miR-27a binding sites were mutated in four contiguous positions in order to demonstrate the real interaction between miR-27a and *RARA* (Fig 5C). The luciferase reporter assays in 293T cells demonstrated that the mutated binding sites abrogated the negative effect of overexpressed miR-27a on RARA 3’-UTR (Fig 5D), indicating a specific, direct regulation of miR-27a at both RARA 3’-UTR binding sites. RARA acts as heterodimers with the retinoic X receptor family. Although we did not identify *RXR*s among the deregulated transcripts in microarray experiments from miR-27a overexpressing cells, RXRA was indicated as a potential target gene of miR-27a by TargetScan analysis. 

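RXRA (NM_002957) was measured by a pair of probes that went in opposite directions. Its brighter probe, on chromosome 9 from 136471593 to 136471652 (hg18), rose from 11.52 ± 0.13 (SD, n = 3) on pre-control arrays to 12.13 ± 0.15 (SD, n = 3) on pre-miR-27a arrays. The log2 fold change was 0.62 (standard error 0.12, adjusted p = 0.0377 from limma). The dimmer probe, from 136468424 to 136468483, was at −0.21 (standard error 0.11, adjusted p = 0.326), and the mean of both was at 0.20 (adjusted p = 0.328). With single arrays left out, the brighter probe stayed between 0.56 and 0.71 and was called in 0 of the 6 fits (adjusted p from 0.0571 to 0.121). RXRB (NM_021976) was at 0.16 with a standard error of 0.13 and an adjusted p of 0.502. RXRG (NM_006917) was at 0.32 with a standard error of 0.62 and an adjusted p of 0.801, well within the spread between arrays. Without pre-control replicate 1 the RXRG value was −0.25, and without pre-miR-27a replicate 3 it was −0.09. Of the other retinoic acid receptors, RARB (NM_000965) was at 0.25 (adjusted p = 0.578) and RARG (NM_000966) at −0.10 (adjusted p = 0.742). The second RARG probe was at 0.09, and the brighter RARG probe turned to 0.05 without pre-control replicate 1.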

We thus decided to experimentally test if RXRA is a target of miR-27a in the rhabdomyosarcoma cell line and found a marked decrease in *RXRA* expression levels in miR-27a overexpressing 293T cells, 24h post-transfection, when measured by qRT-PCR (Fig 5E). Luciferase assays also revealed a 20% reduction in luciferase expression driven by the 3’-UTRs of *RXRA*, an effect that was abrogated by point mutations in the miR-27a interacting region of the 3’-UTR of RXRA (Fig 5F and 5G).

**Fig 5:**
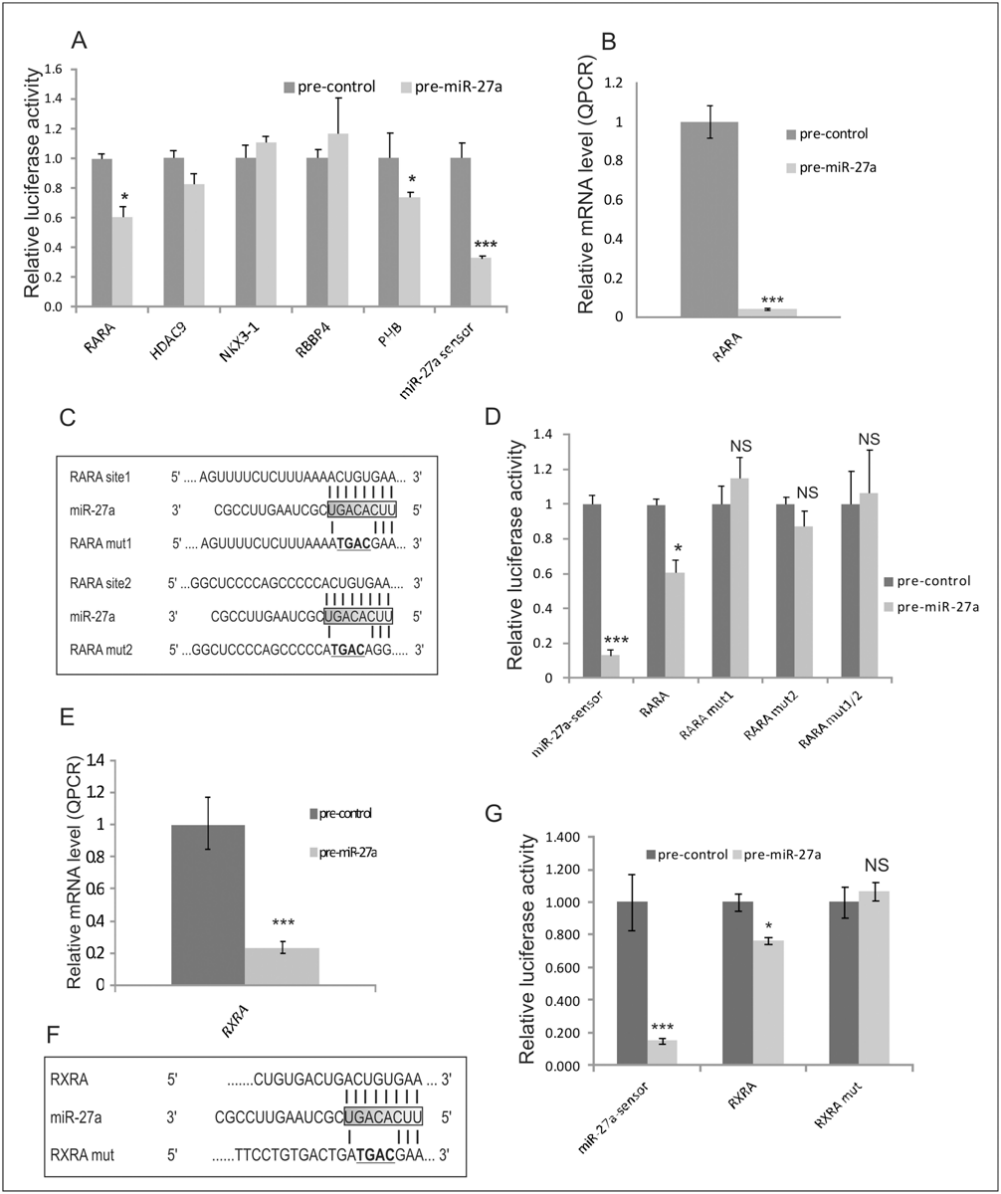
miR-27a modulates the expression of *RARA*, *RXRA* and *PHB* genes. **A)** 293T cells transfected with miR-27a precursors or negative controls (pre-miR-27a or pre-control) analyzed 48h post-transfection were used to perform Luciferase assays in cells transfected with reporter constructs containing the wild type for the indicated genes or a synthetic sequence including a perfect miR-27a binding site (sensor). Results from three independent experiments are shown as mean ± IC of Firefly luciferase activity relative to controls, normalized on Renilla luciferase activity. *P<0.05; **P<0.01; ***P<0.001. **B**) *RARA* mRNA levels measured by qRT–PCR in miR-27a over-expressing RH36 cells (pre-miR-27a, light gray box) and negative controls (pre-control, dark gray box) analyzed 24h post-transfection. **C**) Reporter constructs containing miR-27a wild type or mutant binding sites RARA 3’-UTRs (RARA mut1 and RARA mut2). **D**) 293T cells transfected with miR-27a precursors (pre-miR-27a or pre-control) analyzed 48h post-transfection were used to perform Luciferase assays in cells transfected with reporter constructs containing miR-27a wild type (RARA) or mutant binding sites in RARA 3’-UTRs (RARA mut1, RARA mut2 and RARA mut1/2). Results from three independent experiments are shown as mean ± IC of Firefly luciferase activity relative to controls, normalized on Renilla luciferase activity. NS = not significant; *P<0.05; **P<0.01; ***P<0.001 (IC = confidence interval). **E**) *RXRA* mRNA levels measured by qRT–PCR in miR-27a over-expressing RH36 cells (pre-miR-27a, light gray box) and negative controls (pre-control, dark gray box) analyzed 24h post-transfection. **F**) Reporter constructs containing miR-27a wild type (RXRA) or mutant binding sites in RXRA 3’-UTRs (RXRA mut). **G**) 293T cells transfected with miR-27a precursors (pre-miR-27a or pre-control) analyzed 48h post-transfection were used to perform Luciferase assays in cells transfected with reporter constructs containing miR-27a wild type (RXRA) or mutant binding sites in RXRA 3’-UTRs (RXRA mut). Results from three independent experiments are shown as mean ± IC of Firefly luciferase activity relative to controls, normalized on Renilla luciferase activity. NS, not significant; *P<0.05; **P<0.01; ***P<0.001

## Discussion

A number of studies have investigated the different behavior and molecular traits of ARMS and ERMS. These two types of tumors showed different regulation of cell cycle [59,60] and distinct expression of oncogenes, including IGFBP2, ALK, MYCN and plakoglobin [61,62,63,64]. Our previous studies on the human RMS transcriptome have, in fact, indicated that the *PAX/FOXO1* fusion gene gives a particular expression signature to ARMS [3,54]. Emerging data have, moreover, indicated that miRNA expression patterns could be useful in improving the classification of cancers and in predicting their outcome. Gasparini *et al*, for example, identified a 4-miRNA signature, which included miR-27a, able to stratify triple negative breast cancers into high and low risk groups and thus confirmed the immense potential of miRNAs in opening new avenues to detect and diagnose early-stage cancers [65].

Although there are studies that have shown that some miRNAs acting as key regulators of skeletal muscle cell fate determination are de-regulated in both alveolar and embryonal RMS [20,22], the role of miRNAs in RMS tumorigenesis remains poorly understood. The study outlined here set out to analyze miRNAs expression profiles in human rhabdomyosarcoma cell lines in which a set of 16 miRNAs able to discriminate translocation-positive ARMS from translocation-negative RMS were identified. MiRNA expression microarray data from tumor biopsies deposited in the S-MED, a Sarcoma microRNA Expression Database that collects expression profiles for over 700 miRNAs in various human sarcoma types measured by Illumina bead arrays [66] were evaluated. Out of the 50 sarcoma subtypes contained in S-MED, we used the microarray data of 42 RMS tissue samples to evaluate the differences in expression patterns between translocation-positive ARMS and translocation-negative RMS. Interestingly, it was found that about 50% of discriminating miRNAs in RMS cells obtained in these experiments were also confirmed in RMS patients (FDR<0.1), and miR-27a was one of the most over-expressed in translocation-positive ARMS with respect to translocation-negative RMS.

Our functional studies on miR-27a over-expressing cells uncovered a significantly enhanced proliferation rate that was paralleled by a decrease in the percentage of cells in the G1 phase. In agreement with our findings, recent studies have supported the oncogenic role of miR-27a. MiR-27a has, for example, exhibited oncogenic activity in breast cancer by down-regulating zinc finger ZBTB10 protein leading to over-expression of pro-survival and pro-angiogenic genes including *survivin*, *VEGF*, *VEGF receptor 1* (*VEGFR1*) [36]. High levels of miR-27a have also been observed in MCF-7 breast cancer cells in which the level of FOXO1 protein is very low, demonstrating a novel mechanism of FOXO1 regulation mediated by miR-27a that may contribute to the oncogenic transformation or maintenance of an oncogenic state in breast cancer [67]. Some have hypothesized that the overexpression of miR-27a affects cell cycle progression by interacting with the tumor suppressor FBW7 that regulates ubiquitylation and turnover of the FBW7 target cyclin E [68]. Inhibition of miR-27a was, moreover, found to suppress the growth, colony formation, and migration of pancreatic cancer cells by targeting Spry2 [69]. MiR-27a has been identified in adenocarcinoma as an oncogene that increases cell growth by directly targeting tumor suppressor prohibitin (PHB) [34]. Prohibitin physically interacts with all Rb family proteins *in vitro* and *in vivo* and has been found to be very effective in repressing E2F-mediated transcription resulting in cell growth arrest [70]. MiR-27a has also been found to be an androgen-regulated oncomir in prostate cancer that acts *via* PHB to increase cell growth [71].

In the study outlined here we first performed computational analyses using mirSVR and TargetScan algorithms to determine the miR-27a target genes. Since a large fraction of false positives were generated, we decided to integrate target predictions with gene expression profiles of miR-27a over-expressing cells. Already known targets, such as PBH that seems to have a tumor suppressor role in RMS as well as in other tumors, were confirmed. At the same time, retinoic acid receptor alpha (RARA) and retinoic X receptor alpha (RXRA) have been demonstrated, for the first time in RMS, to be real miR-27a targets.

Retinoic acid receptors (RARα, β and γ) are nuclear hormone receptors that interact as heterodimers with retinoic X receptors (RXRs). RXR-RARA heterodimers act as ligand-dependent transcriptional regulators by binding to the specific retinoic acid response element (RARE) found in the promoter of target genes. Retinoid acids (RA), also known as ATRA, interact with retinoic acid receptors (RAR) inducing growth inhibition together with differentiation in many cell types and are seen as promising candidate agents for the prevention and treatment of several human cancers. They have, in fact, already been used in clinical trials evaluating, in particular, the treatment of acute promyelocytic leukemia and the prevention of head and neck, cervical, and lung cancers [24,72,73,74]

RMS cells fail to complete the skeletal muscle differentiation program and to irreversibly exit the cell cycle. Indeed, understanding how retinoid acids affect these pathways may yield insights into both physiological and pathophysiological processes of this tumor. Several *in vitro* studies have demonstrated that retinoic acid influences cell proliferation and muscle gene expression in human RMS cell lines [29,75]. ATRA treatment of human RMS xenografts in immuno-suppressed NOD-SCID (NSG) mice, instead, has been found to be associated to enhanced muscle cell differentiation but not complete cell cycle arrest [76]. These findings suggest that retinoic acid alone is unlikely to be beneficial as a single-agent therapy in inducing RMS differentiation but may improve survival when combined with standard cytotoxic therapy. It has also been demonstrated that the effectiveness of RA cancer treatment depends on the expression of RA receptors [23]. A correlation between RA-receptor expression and RA sensitivity may explain retinoids’ effective action in rhabdomyosarcoma.

Another important finding concerns the use of retinoids to treat the metastatic progression of rhabdomyosarcoma. An *in vivo* study demonstrated that ATRA treatment, administered prior to and following primary tumor excision, was associated with a reduction in the metastatic potential of rat S4MH rhabdomyosarcoma. This, of course, suggests that a therapeutic approach based on pre- and post-surgery of retinoid therapy could contribute to controlling both recurrence and metastatic progression [77]. These lines of research confirm that miR-27a may be a potential therapeutic target in RMS. In fact, silencing miR-27a to decrease its abnormal over-expression in RMS cell lines could restore normal retinoic acid receptor expression and improve the response to retinoic acid treatment. This hypthesis has been supported by other studies designed to analyze the involvement of miR-27a in multidrug resistance and response to chemotherapy in tumor cells. MiR-27a appears, in fact, to be involved in the activation of P-glycoprotein, the MDR1 gene product that confers cancer cell resistance to a broad range of chemotherapeutics in ovarian and esophageal cancer [78,79]. As patients with high miR-27a expression levels have also shown a poor response to first-line chemotherapy in metastatic and recurrent gastric cancer, miR-27a could be used as a biomarker to predict the response to chemotherapy and subsequent prognosis in patients with gastric cancer [37]. Chintharlapalli and colleagues demonstrated, for the first time, that CDODA-Me, a synthetic derivative of glycyrrhetinic acid, acts by downregulating miR-27a that is accompanied by an enhanced expression of ZBTB10 and Myt-1 which produces cell cycle arrest in colon cancer cells. Some studies have outlined the potential clinical applications of CDODA-Me-miR interactions for cancer treatment [80]. Taken together, these studies have demonstrated that pharmacological approaches to target miR-27a might offer novel therapeutic opportunities for the treatment of multidrug resistance cancers.

In conclusion, our results demonstrated that 16 miRNAs were able to correctly classify tumors into tumor subtypes (*PAX3/FOXO1-*positive ARMS and translocation-negative RMS) and may be useful to diagnose RMS. MiR-27a showed the highest expression level and worse prognosis in patients with translocation-positive ARMS cell lines. Since retinoic acid receptor alpha and retinoid X receptor alpha were found to be novel targets of miR-27a, suggesting a potential role of miR-27a in therapy of rhabdomyosarcoma.

## Supporting Information

S1 Table List of miR-27a predicted differentially expressed genes that were included by DAVID analysis in statistically significant functional categories. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

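Expression was measured in RH36 cells transfected with pre-miR-27a (3 arrays) or with the negative pre-control (3 arrays), with 1 channel (Cy3) per array. The authors deposited, for every spot, the processed intensity from Feature Extraction, which subtracts a spatially fitted background within the array, together with the mean spot intensity, the local background and quality flags. These intensities were not normalized between arrays. The authors also deposited a table of log2 values, and comparing it with the arrays showed quantile-normalized log2 signals with a median difference of 0.0043 and a largest difference of 1.05 log2 units from those computed here. No per-sample column was left unused (0 columns). The paper gives 50 nM of precursor and 24 hours after transfection for the effects in RH36 cells, expression included, and the sample labels give 10 nM and, for the pre-miR-27a arrays, 48 hours. Which applies to the arrays was not settled here.

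Control spots were left out, log2 of the processed intensity was quantile normalized, spots whose flag for a found spot was 0 were set to missing, and replicate spots were averaged. Probes with more than 1 missing array were removed. The paper names the flag for a found spot. The missing cells of the authors' deposited table follow another flag, for a signal positive and significant against background, and a filter on that flag was added as an alternative after the data were seen. limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading) compared the groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. SAM was written out in R as the two-class unpaired statistic with 20 relabellings and the median number of false calls, at the paper's 1.9%. The paper's methods name a two-class analysis and its results a two-paired one, so the paired statistic with 8 sign changes was run as an alternative. The series of SAM thresholds was refined after a count of 0 had been seen with coarser steps.

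The arrays carry replicate numbers, and whether these pair the arrays was checked. The correlation, across 31717 probes, of the deviations of same-numbered arrays from their group means was 0.40, 0.46 and 0.41 for replicates 1, 2 and 3, against −0.27 to −0.12 between different numbers. Deviations from a group mean cancel within the group, so the negative values follow from the positive ones and are no separate evidence. Every same-numbered pair was above 0.1, so the numbers were taken to pair the arrays. The labels give the numbers, which are also the positions on the slides. The comparison without the block is the main one, and the blocked value is given where it changed a call. All pre-control arrays lay on slide 1 and all pre-miR-27a arrays on slide 2, so slide and transfection cannot be told apart and the slide could not be fitted as a block. Signals of 69.9% to 73.9% of spots on pre-control arrays and 74.1% to 78.0% on pre-miR-27a arrays were well above background, and dimmer probes give only bounds. A fold against a group in which no array was well above background is written as at least N-fold. It sets the brighter group's mean against the mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal. Where the probe's own dim signals set that mean throughout, no fold is given as a bound.

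The genes to be named were fixed before the data were examined. They are the genes taken to reporter assays, of which 1 is not reported here and counts over them cover the other 6, the other RXR and RAR genes, FOXO1, ZBTB10, FBXW7, SPRY2, PKMYT1, ABCB1 and PAX3, which the paper names, the 5 named genes with the largest rise and the 5 with the largest fall, and the 5 genes of S1 Table with the largest fall. The last 3 groups were taken among probes with an adjusted p under 0.05, no overlap between the groups of arrays, and signals well above background on every array of the higher group. A gene with several probes is given by the probe with the highest mean signal, and it is said where another probe differs. Gene names are those of the array files, matched to current symbols through a RefSeq gene table of GRCh38.p14, which gave 25260 of the 36469 probes a gene and 16612 genes in all. DENND6B is FAM116B in the files and PHB is kept under the paper's name. Probe positions are those of the files, on hg18. S1 Table, as read here, holds 141 distinct symbols, fewer than the paper's number of predicted targets, so it was tallied and no enrichment was computed on it. Gene lists for S phase, G2/M, interferon response, myogenic genes and retinoic acid response were written before the data were examined and tested with camera (preset correlation 0.01), with adjustment over the 5 lists. No gene of these lists is in another of them or in S1 Table (0 shared genes). Their sizes were 43, 54, 26, 28 and 20 genes.

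The alternatives were 75th percentile scaling, normexp background correction (offset 50), no filter on dim probes, a filter on probes well above background, the replicate block, the authors' deposited log2 values, limma with a variance trend and robust estimation, other thresholds, the mean of all probes of a gene, and each array left out in turn. The positive and significant flag, outlier spots left out, coarser SAM steps, a SAM limit of 10%, limits of 5% and 10% under other settings, and list tests by fry and with an estimated correlation that use the replicate block were added after the data were seen. The procedures were tested on simulated data made for 3 pre-miR-27a against 3 pre-control arrays, over 36469 probes with 200 changed. With a true log2 change of 1, limma recovered 37% of the changed probes with 3 false calls, and SAM at 5% recovered 30.5%. With a true change of 2, limma recovered 73.5% and SAM 72%. The list test was run on a simulated list of 50 genes raised by 0.5 log2 units and called it, and called 1 of 200 unshifted lists. Probes were simulated independently of each other, so these rates do not cover genes that move together between arrays, as they do here. The planned test of miR-27a seed sites was not run because 3′ UTR sequences were not used here. The functional enrichment was not recomputed. Reporter assays, qRT-PCR and flow cytometry were not analysed here.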

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

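The genes in this part are outside those the paper discusses, and each was higher on pre-miR-27a arrays than on pre-control arrays, by the largest amounts among genes chosen by a rule set before the data were examined. The rule picks large rises, so their sizes lean upwards. The tests of the background on changed probes and the counts of other splits of the arrays were chosen only after the results were seen, as were the TUBB1 bound without single arrays and, among the alternatives, the positive flag and the removal of outlier spots.

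TUBB1 had a log2 fold change of 3.52 (standard error 0.68, adjusted p = 0.0399 from limma), with all 3 pre-miR-27a arrays above all pre-control arrays. Its probe was not well above background on any pre-control array. The rise is therefore given as at least 6.65-fold over all 3 pre-miR-27a arrays, with the main background correction taken as right. That bound depends on pre-miR-27a replicate 2 and is at least 4.27-fold without it, where the log2 fold change was 2.80. With outlier spots left out it was 2.88 (adjusted p = 0.0443). The rise rests on little signal. After normexp background correction it was 0.93 on the log2 scale, below the 2.73 of the bound, so the bound does not hold under that correction. The adjusted p from limma was then 0.0527, with a range of 0.0196 to 0.0527 over its alternatives with every array. With single arrays left out the adjusted p was 0.0765 to 0.122. The second TUBB1 probe was not well above background on any array. The difference in background between the slides could shift it by up to 2.10, so lower background on the second slide is not excluded for part of the rise, and no biological reading of it was tested.

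P2RY1 was higher by 2.00 on the log2 scale (standard error 0.26, adjusted p = 0.0203), CD86 by 1.93 (standard error 0.29, adjusted p = 0.0322), ANKRD18A by 1.84 (standard error 0.12, adjusted p = 0.0161) and KIF14 by 1.79 (standard error 0.24, adjusted p = 0.0205). In each, every pre-miR-27a value lay above every pre-control value, and the probes were well above background on all 6 arrays. One pre-control spot of CD86 was flagged as not found, and CD86 lost its call with the replicate block (adjusted p = 0.0846, against 0.00745 to 0.0846 over its alternatives with every array). The second CD86 probe was not well above background on any array. P2RY1, ANKRD18A and KIF14 kept their calls in all 8 alternatives that used every array. After normexp background correction the rises were smaller, at 1.44 for P2RY1, 1.47 for CD86, 1.42 for ANKRD18A and 1.45 for KIF14. With 1 array left out, each of these 4 genes was called only when that array was pre-control replicate 1, and the adjusted p rose to 0.0765 for P2RY1 and ANKRD18A, 0.106 for CD86 and 0.0768 for KIF14.

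A lower background on the second slide is argued against for the 2505 changed probes that were well above background on all 6 arrays. Of them 1203 were higher and 1302 lower, and 97.4% changed by more than the whole difference in median local background between the slides, 23.5 units, could give at their signal. For P2RY1, CD86, ANKRD18A and KIF14 that limit is 0.19, 0.30, 0.28 and 0.11. The other 351 changed probes leave it open: 67.5% of them were higher on pre-miR-27a arrays (159 of 225 well above background on 1 to 5 arrays and 78 of 126 on none), as a lower background on that slide could give and a true rise from a dim level as well, and the change was beyond that limit in 95 of the 225 and 0 of the 126. A difference between slides stays open. The 8 spike-in transcripts that were well above background on all arrays were all higher on the pre-miR-27a slide, by 0.05 to 0.42 with a median of 0.275 in log2 units, and 5 of them had no overlap between the slides. The rises of P2RY1, CD86, ANKRD18A and KIF14 are larger than these, but an effect of slide, labelling or culture on single genes cannot be told apart from the transfection, since each slide holds 1 group. Raised miR-27a is the condition the design names, and it may account for the rises directly or through other genes. That was not tested.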

How the results depend on the processing

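The positive and significant flag, the outlier spots left out, the coarser SAM steps, the SAM limit of 10%, the limits of 5% and 10% under other settings, and fry and the estimated correlation with the replicate block were chosen only after the data were seen, and the other alternatives before the data were examined. Where a change below has no cause given, the cause was not tested. The number of probes changed with limma was 2856. It lay from 2862 to 3872 under 75th percentile scaling, normexp, no filter, the filter on probes well above background, the authors' deposited log2 values, the variance trend with robust estimation, the positive flag and the removal of outlier spots. It was 5421 with the replicate block, 456 at an adjusted p under 0.019, and 9 with SAM in place of limma. Left-out arrays gave 0 to 1226, where 0 stood beside 7207 to 8432 probes at an unadjusted p under 0.05 and SAM counts of 0 to 19. The smallest adjusted p was 0.0161 with all arrays and 0.0500 to 0.0765 in the fits with no call. These fits have fewer arrays.

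SAM at 1.9% called 9 probes, and 9 with outlier spots left out. It called 1500 with 75th percentile scaling (545 higher and 955 lower), 150 with normexp, 540 with no filter, 1112 with the filter on probes well above background, 301 on the authors' deposited log2 values, 305 with the positive flag, 3 with the replicate block (paired statistic) and 0 with coarser steps, beside 9037 probes at an unadjusted p under 0.05 with limma. Its other limits gave 1363 at 5% and 4051 at 10%. Left-out arrays gave 0 to 19.

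Of RARA, PHB, HDAC9, RBBP4, BCL7A and RXRA, 2 were called, 1 with the mean of all probes, 4 with the replicate block and 0 to 1 with arrays left out. The 2 called were RARA, which was lower, and RXRA, which was higher. PHB was called after normexp (−0.54, adjusted p = 0.0215), with the filter on probes well above background (−0.52, adjusted p = 0.0341, fewer probes tested), with the replicate block (−0.52, adjusted p = 0.0457), on the deposited log2 values (−0.53, adjusted p = 0.0420) and with the positive flag (−0.52, adjusted p = 0.0455, fewer probes tested). Its adjusted p ran from 0.0215 to 0.0832 over the alternatives with every array, and from 0.0704 to 0.152 with arrays left out. RXRA lost its call with the mean of all probes (0.20, adjusted p = 0.328, range 0.0178 to 0.328), since its probes went opposite ways. With arrays left out, RARA ran from −0.59 to −0.53 and RXRA from 0.56 to 0.71. RARA was called under all 9 alternatives that used every array. Of the RXR and RAR genes 2 were called, 1 with the mean of all probes and 0 to 1 with arrays left out.

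Genes that changed direction were not called in any of these fits. HDAC9 went to 0.090 with the mean of all probes and ran from −0.32 to 0.16 with arrays left out. SPRY2 went to −0.031 with 75th percentile scaling and ran from −0.061 to 0.23. ZBTB10 went to −0.030 with normexp and ran from −0.00058 to 0.13. ABCB1, which was not well above background on any array, went to 0.012 with normexp and ran from −0.060 to 0.032. RXRG ran from −0.25 to 0.78 and RARG from −0.20 to 0.045.

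Of the 141 genes of S1 Table, 53 were lower, and 47 to 57 in every alternative and 51 to 59 with arrays left out, so most were higher throughout. Called genes numbered 7 lower and 22 higher. The called lower genes numbered 11 with the filter on probes well above background and 26 with the replicate block, and the called higher genes 39 with the block. Left-out arrays gave 0 to 2 lower and 0 to 10 higher.

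The S phase and G2/M lists, at medians of 0.13 and 0.15, lost their calls under fry (adjusted p = 0.483 for both, medians 0.13 and 0.15) and with an estimated correlation (adjusted p = 0.785 for both). With arrays left out, the S phase median ran from 0.024 to 0.24 and the G2/M median from 0.0021 to 0.32. The S phase list and the G2/M list were each called by camera in 3 of these 6 fits, with adjusted p up to 0.588. With the replicate block they were called by camera and by fry, but not with an estimated correlation (medians 0.13 and 0.15, adjusted p = 0.291 for both). The myogenic list was called with the replicate block (median −0.15) by camera (adjusted p = 0.0141) and fry (adjusted p = 0.0241), and without pre-miR-27a replicate 3 (−0.51, adjusted p = 0.0130). It ran from −0.51 to 0.20 with arrays left out. The interferon and retinoic acid lists were called in no alternative.

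The replicate block also gave a call to BCL7A and took away that of CD86. It changed no other call over all probes among the genes reported by their brightest probe, or among the lists by camera. The slide as a block could not be fitted, since each slide holds 1 group, and the seed site test with its alternatives was not run. Signal over background limits what can be seen of dim probes: of 5517 probes not well above background on any array, 126 were changed.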

Differences from the paper's values

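The positive flag, the removal of outlier spots, the coarser SAM steps and the SAM limits other than 5% on the main values were chosen after seeing the values, and the other alternatives before the data were examined. The paper reports 3345 differentially expressed genes by SAM at a false discovery rate of 1.9%. SAM called 9 probes here at that rate. Every alternative set before still differed by more than 1.5 times: 1363 at 5%, 1500 with 75th percentile scaling, 150 with normexp, 540 with no filter, 1112 with the filter on probes well above background, 3 with the replicate block, 301 on the authors' deposited log2 values, and 0 to 19 with arrays left out. SAM limits chosen after seeing the values came within 1.5 times of the paper's number: 4051 at 10%, 2665 at 5% with no filter, and at 10% also 3153 on the deposited log2 values, 3056 with the positive flag, 3956 with the filter on probes well above background, 3775 without pre-control replicate 1 and 4049 with outlier spots left out. The same limits under other settings, also chosen after seeing the values, did not. At 5% they gave 7733 with 75th percentile scaling, 422 with normexp, 2099 with the filter on probes well above background, 1679 with the replicate block, 1056 on the deposited log2 values, 1048 with the positive flag, 1362 with outlier spots left out and 0 to 829 with arrays left out. At 10% they gave 10176 with 75th percentile scaling, 1156 with normexp, 5332 with no filter, 15836 with the replicate block and 0 to 2051 with any array other than pre-control replicate 1 left out. With limma in place of SAM, 2856 probes were called, and under alternatives set before 3343 on the deposited log2 values, 3378 with a variance trend and robust estimation, 3256 with 75th percentile scaling, 3539 with normexp, 2994 with no filter and 3872 with the filter on probes well above background. Other alternatives set before differed by more than 1.5 times: limma called 5421 with the replicate block, 456 at an adjusted p under 0.019, and 0 to 1226 with arrays left out. With the positive flag, limma called 1614 probes higher and 1695 lower. The settings that came within 1.5 times of the paper's number are not the paper's method as its text states it.

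The paper's number of predicted targets among the differentially expressed genes is 507, which the legend of Fig. 4 says S1 Table lists in full, while the table's own caption limits it to the predicted genes that fell in significant functional categories. S1 Table as read here holds 141 distinct symbols, all in 4 functional categories. It lists 100 genes under regulation of transcription, where the paper's text gives 67. No alternative bears on these counts.

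The paper states that SAM found the changed genes evenly divided between higher and lower. All 9 probes called by SAM here were higher, and at 5% 1055 were higher and 308 lower. Over all probes, limma gave 1440 higher and 1416 lower. Among the 16612 genes with a current symbol, each by its brightest probe, limma called 434 higher and 671 lower. The paired SAM statistic at 5%, a limit chosen after seeing the values, gave 1679 higher and 0 lower. SAM at 1.9% gave 145 higher and 5 lower with normexp, and 524 higher and 16 lower with no filter. It gave 1067 higher and 45 lower with the filter on probes well above background. On the deposited log2 values it gave 297 higher and 4 lower, and with the positive flag 301 higher and 4 lower. With 75th percentile scaling more were lower by either method, with 545 higher and 955 lower by SAM at 1.9% and 1275 higher and 1981 lower by limma. The methods describe the targets analysed by function as anti-correlated with miR-27a. Of the 141 symbols of S1 Table, 53 were lower and 88 higher on pre-miR-27a arrays, and 7 were called lower and 22 higher. The paper found no RXR gene among the deregulated transcripts. RXRA was higher by its brighter probe here (0.62, adjusted p = 0.0377) and was not called with the mean of its probes (0.20, adjusted p = 0.328), by its dimmer probe (−0.21, adjusted p = 0.326) or with any array left out. The paper's qRT-PCR, another assay, shows RXRA lower 24 hours after transfection (Fig. 5E). The paper's text places that measurement in a cell line other than RH36, while the figure legend names RH36. The sample labels give 48 hours for the pre-miR-27a arrays. Cell line and time may therefore differ as well as the assay, so the array and qRT-PCR values are not directly comparable.

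The paper's panel was drawn from its differentially expressed genes. Limma called RARA and did not call PHB, HDAC9 or RBBP4. PHB was called after normexp, with the filter on probes well above background, on the deposited log2 values and with the replicate block, and with the positive flag, which was chosen after seeing the values. A second PHB probe was called without any change of setting (adjusted p = 0.0462). BCL7A, another gene of S1 Table, was called with the replicate block (adjusted p = 0.0355). With the block, other probes of RBBP4 (adjusted p = 0.0479) and HDAC9 (adjusted p = 0.0442) were called.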

Other observations

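The counts of other splits of the arrays, the tests of background on changed probes, S1 Table genes, FOXO1 and ZBTB10, the list tests by fry and with an estimated correlation that use the replicate block, the list medians within pairs, and the check of exchanged labels were chosen only after the results were seen, as were the positive flag and the removal of outlier spots among the alternatives. The other tests in this part were set before.

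The real grouping of the 6 arrays gave 2856 changed probes with limma, and each of the other 9 splits into 3 and 3 gave 0. The real one is thus 1 of 10, and a share of 0.1 is the smallest that 10 splits allow, so chance cannot be excluded. SAM called 9 probes in the real split and 0 to 3 in the others, again 1 of 10. With the replicate block, 5421 probes were changed in the real split and 0 in the other 3 that part all pairs, 1 of 4. The other splits put arrays of both slides and both transfections on each side. Chance differences of single probes are argued against by genes with more than 1 probe: across 5090 genes, the log2 fold changes of a pair of probes had r = 0.374 (across genes, which are not independent replicates), and of 72 genes with both probes changed, 67 changed in the same direction. Other splits of the arrays gave r from 0.309 to 0.665, so this r does not single out the real grouping, and variation of whole arrays stays open. Slide and scan stay open as well, with the median spike-in difference of 0.275. Of the changed probes, 174 (6.09%) had a fold change within the largest spike-in difference of 0.42.

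Same-numbered arrays of both groups deviated together, with correlations of 0.40 to 0.46 over the 31717 probes found on all 6 arrays. The correlations were 0.65 to 0.74 over 27897 probes well above background on all arrays, counted over all 41000 probes before the found filter. The numbers are also positions on the slide, and they may mark a shared culture or preparation. Position was to be tested on 2418 probes not positive on any array, where the median correlation was −0.813. These values sit at the floor of the signal, so the test is void, and position and preparation cannot be told apart.

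Of the S1 Table genes, 62.4% were higher on pre-miR-27a arrays, against 43.4% of all 16612 genes with a named probe. The table holds only part of the paper's targets, so no test was made. A lower background on the second slide is argued against, since 87 of the 88 higher genes were well above background on all 6 arrays and 95.5% of the 88 rose by more than the difference in local background between the slides could give. It stays open for the other 4, which were not called. The choice of the brightest probe is argued against too, since 94 of 141 genes were higher with the mean of all probes. An exchange of the labels of the groups cannot be told apart from the labels as given: RARA, which the paper reports as repressed, was at −0.56, in the direction the labels give, but 1 gene does not decide it. Whether the higher genes changed indirectly after raised miR-27a was not tested. The calls among them needed all arrays, with 0 to 10 called higher when 1 was left out.

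Other genes that the paper names went both ways. FOXO1, an S1 Table gene, was higher by 0.85 (standard error 0.08, adjusted p = 0.0176 from limma), with every pre-miR-27a value above every pre-control value and its other probe at 0.27 (adjusted p = 0.138). It was called in all 9 alternatives with every array, and with 1 array left out the adjusted p ran from 0.0427 to 0.0765, passing only without pre-control replicate 1. The brighter ZBTB10 probe was at 0.05 (adjusted p = 0.831) and the other at 1.08 (adjusted p = 0.0234). Lower background on the second slide is argued against for FOXO1, whose probe was well above background on 6 arrays, and the called ZBTB10 probe was likewise above on all 6. The background difference could shift these probes by up to 0.0016 and 0.31. FBXW7 was at −0.21 (adjusted p = 0.258) with its other probe at 0.11, SPRY2 at 0.05 (adjusted p = 0.886), PKMYT1 at −0.19 (adjusted p = 0.547) and PAX3 at 0.43 (adjusted p = 0.119). ABCB1 was not well above background on any array. Slide and transfection cannot be told apart for FOXO1 and ZBTB10 either.

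The largest falls were those of SERPINI2, CAMK2N2, KRT38, DENND6B and MORC1, and in each every pre-miR-27a value measured lay below every pre-control value. CAMK2N2 was at −1.82 (standard error 0.09, adjusted p = 0.0161) and DENND6B at −1.54 (standard error 0.21, adjusted p = 0.0208), both well above background on all 6 arrays. SERPINI2 was at −2.00 (adjusted p = 0.0308) but not well above background on any pre-miR-27a array, so the size of its fall is uncertain. It was −0.44 after normexp (adjusted p = 0.0214) and from −2.22 to −1.64 with single arrays left out. KRT38 was at −1.58 (adjusted p = 0.0325) over 2 pre-miR-27a arrays, the third spot being flagged as not found, and its other probe was dim. MORC1 was at −1.45 (adjusted p = 0.0229), also over 2 pre-miR-27a arrays. With the missing spot kept, MORC1 was at −0.38 (adjusted p = 0.842, range 0.0228 to 0.842 over its alternatives), so its fall rests on that spot. After normexp, CAMK2N2 was at −1.70, DENND6B at −0.97, KRT38 at −0.70 and MORC1 at −0.36. With 1 array left out, SERPINI2, KRT38 and DENND6B were never called, and CAMK2N2 and MORC1 in 1 of 6 fits each.

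Gene lists were tested because the paper reports a change in proliferation by flow cytometry, which was not analysed here. The S phase list had a median log2 fold change of 0.13 with 34 of 43 genes higher (adjusted p = 0.0358 from camera, over 5 lists), and the G2/M list 0.15 with 41 of 53 higher (adjusted p = 0.0231). Neither was called by fry (adjusted p = 0.483) or with an estimated correlation (adjusted p = 0.785), which allow for genes of a list moving together between arrays but, as first run, did not take the pairs into account. With the replicate block the adjusted p for S phase and G2/M was 0.000651 and 0.0000928 by camera, 0.0241 for both by fry, and 0.291 for both with an estimated correlation, so the call depends on the test. Within the 3 same-numbered pairs the S phase median was 0.12, 0.066 and 0.18 and the G2/M median 0.19, 0.12 and 0.15, against −0.043, −0.044 and −0.010 for all genes. Single genes were called in 0 cases for S phase and 1 for G2/M. Brightness of the listed genes is argued against: among 10000 lists matched on mean signal, the medians were at percentiles 99.98 and 100. These percentiles do not allow for shared variation. With 1 array left out, camera called the S phase list and the G2/M list in 3 of 6 fits each. The S phase median was 0.03 without pre-control replicate 3 and 0.02 without pre-miR-27a replicate 2. The G2/M median was 0.0021 without pre-control replicate 3. However, leaving out a single array also breaks its pair, and both medians were above 0 in each of the 3 pairs. A growth difference that sets all 3 pre-miR-27a cultures apart may come from the transfection or from their slide or handling, and this was not tested. The interferon list was at −0.13 (adjusted p = 0.430), the myogenic list at −0.15 (adjusted p = 0.312; with the replicate block 0.0141 by camera, 0.0241 by fry and 0.291 with an estimated correlation) and the retinoic acid response list at −0.15 (adjusted p = 0.416). The myogenic median was 0.20 without pre-control replicate 3 and −0.51 without pre-miR-27a replicate 3, where the list was called (adjusted p = 0.0130). Leaving out an array breaks its pair here too, and within the 3 pairs the myogenic median was −0.20, −0.21 and −0.10.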
